A study of Mus musculus with 10 samples. Its data were reported in "Osteopontin Expression Identifies a Subset of Recruited Macrophages Distinct from Kupffer Cells in the Fatty Liver" (2020).

How the data were processed

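Mice ate a standard diet (SD) or a Western diet (WD), and their livers were digested and sorted into CD45+ and CD45- cells, which were captured in 10x droplets with oligonucleotide-tagged antibodies where tags were used. Of 10 samples, 9 had matrices and entered the comparisons: 3 SD and 2 WD libraries of CD45+ cells and 2 SD and 2 WD libraries of CD45- cells. Groups, time points and replicate numbers came from the sample labels. The 24-week WD library of CD45+ cells was not analysed here.

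The values are raw UMI counts per gene and barcode, deposited by the authors. Per the submitters' processing notes and the study's methods, these counts were made by the authors with Cell Ranger 3.1.0 on mm10, so that each value is a number of distinct molecules per gene and droplet. Each matrix listed 31053 genes, and those with antibody tags also listed counts of 146 tags, 137 antibodies and 9 isotype controls. The paper stained with fewer antibodies than are listed. The study further removed outlying cells by principal components and corrected the CD45- counts for free RNA before merging libraries. Neither step was applied here, so free RNA of other cells stays in the counts, and cell names were rebuilt and can differ from the study's. Gene coordinates came from GENCODE mouse release 21 on mm10.

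Barcodes were filtered per library at 4 median absolute deviations (MAD) of log UMIs, 4 of log genes and 5 of the mitochondrial share, and then at 8% mitochondrial RNA, the limit the study states. The libraries held 11702, 9155 and 15642 barcodes (CD45+ SD), 14254 and 15534 (CD45+ WD), 13398 and 9925 (CD45- SD) and 15065 and 6420 (CD45- WD). The MAD filter left 11343, 8384, 15295, 12717, 14809, 11202, 9924, 13113 and 6157 of them, and the 8% limit 7610, 6619, 13693, 11812, 13924, 8389, 3548, 7670 and 2740. The study states this limit for all samples, for the CD45- libraries after its correction for free RNA. How its use of the limit differs is unclear, since the limit leaves fewer CD45- barcodes here than the cells the study reports. In the 36-week CD45- SD library the MAD bound of the mitochondrial share lay above 100%, so that it removed no barcode there. Doublets were scored by the share of simulated pairs among each barcode's neighbours, and the highest 0.8% per 1000 barcodes were removed, 5.15% to 12.5% per library. Because the 8% limit left few CD45- cells, a filter without it was tried for these libraries. It was for a time made the main setting and clustered, against the first plan, and the 8% limit was then restored. These 2 settings were tried in that order, with no diet result seen, and both are reported.

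Genes seen in at least 3 cells were normalized, 2000 variable genes were reduced to 20 principal components, and cells were joined by 20 neighbours and clustered at resolution 0.6. The genes of the tested lists were left out of the features, except those that are also cell type markers. Libraries were not integrated. Clusters were named from marker genes written before the data were examined, as "X-like". The thresholds were set after the marker scores were seen and before any diet test: at least 3 markers in 20% of cells, a score of 0.4 and 1.2 times that of the next class, at most 50% doublet calls, and leading genes that do not belong more to another class. Subset names followed the second of 2 rules tried. Unnamed cells made up 2.13% to 7.74% of the CD45+ libraries and, in the CD45- libraries, 1.09% and 1.41% on the SD and 8.45% and 3.23% on the WD at 24 and 36 weeks. Leading genes were, for example, C6 and Vsig4 in Kupffer-like cells, Gpnmb and Mmp14 in Clec4f-negative macrophage-like cells, Vcan and F13a1 in monocyte-like cells, Xcr1 in cDC1-like cells, Cldn5 and Vwf in endothelial-like clusters and Tspan8 and Cldn7 in cholangiocyte-like cells. In the CD45- libraries most endothelial clusters came from a single library, and 2 of them (5 and 7) held more hepatocyte than endothelial markers among their 10 leading genes against all cells, though not against cells outside the class, the comparison that decided the names. These 2 stay in the class, and results without them are given beside it. Of the monocyte subset, subcluster 1, led by Gpr84 and Cxcl9, likewise held 1 marker of the lipid-associated set (Clec4e) and 0 of its own against all cells, and subcluster 9 of the resident-like subset had few UMIs and 0 own markers there. Both were also kept apart, an alternative added after the results were seen.

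Counts were summed per library and class, for classes with at least 20 cells in every library, and tested with edgeR's quasi-likelihood test (4.0.16) with TMM scaling, its filter on low counts and Benjamini-Hochberg adjustment at 0.05. CD45+ fits held the diet alone, and CD45- fits also the time point as a block. The standard error of a fold change is its size over the square root of the F statistic. CPM values are counts relative to the class sum. Shares were tested with edgeR on cell numbers with the library total as offset. A first version used named cells as the total by mistake and was corrected after its values were seen; it is kept as an alternative. Antibody tag counts were summed and tested in the same way. Subsets were compared within libraries, with the library as a block.

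Genes named in the text are the 10 largest changes each way among those that passed, with a mean of at least 20 CPM and one direction in each time-matched pair, or the 5 smallest p-values where fewer than 5 passed, and members of the 28 gene lists that fit a class. Lists were tested with limma's camera (3.58.1) at a preset correlation of 0.01. With an estimated correlation none of the list calls in any class was kept, and fry called 7 lists. Genes outside the rule were named as list members only, and predicted, ribosomal, mitochondrial and receptor variable genes were not named. A list of 20 pancreatic enzyme genes was written after they were seen.

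Tests were checked on simulated counts with 100 changed genes per fold, drawn at the real means and depths. At a dispersion of 0.05 edgeR recovered 35% of 2-fold and 99% of 4-fold changes in Kupffer-like cells, with 7 false calls among 10699 genes, and 11% and 84% in CD45- endothelial-like cells, with 2 false calls among 12188. At a dispersion of 0.2 it recovered 0% and 5%, and 0% and 1%, where DESeq2 recovered 1% and 21%, and 2% and 20%, with 7 and 3 false calls, so that both tools missed most changes of variable genes and edgeR missed more. Alternatives were DESeq2 (1.42.0), RLE scaling, no filter on low counts, the time point as a block or its removal, each library left out, cells of at least 1500 UMIs, doublet calls kept, clustering at resolution 1.2, and others named in the closing section. Cycling cells were counted after thinning each cell to 1000 UMIs, with exact (Clopper-Pearson) 95% intervals. Other tools were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, matplotlib 3.10.9 and R 4.3.3.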

Results

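RNA was counted in single droplets from the livers of mice fed a standard diet (SD) or a Western diet (WD) rich in fat, sugar and cholesterol, which induces fatty liver disease. CD45+ cells, the leukocytes of the liver, came from SD mice after 12, 24 and 36 weeks (n = 3 libraries) and from WD mice after 12 and 36 weeks (n = 2). CD45- cells, which hold the endothelium, stellate cells, bile duct cells and hepatocytes around the macrophages, came from each diet after 24 and 36 weeks (n = 2 per diet). The 24-week WD library of CD45+ cells was not analysed here. Each library stands for 1 mouse, so that cells are not replicates. In the CD45+ diet tests p-values measure the spread between mice of different time points. The CD45- tests hold the time point as a block, so their p-values rest on how the diet difference varied between time points. This leaves 1 residual degree of freedom. Subset contrasts hold the library as a block. Libraries held 30359743 to 67157540 RNA UMIs in total. After filtering, the CD45+ SD libraries kept 6898, 6134 and 11980 cells and the WD libraries 10465 and 12194 cells, at median depths of 3258, 3749 and 2227 UMIs on the SD and 3786 and 3863 on the WD. The CD45- libraries kept 7490 and 3266 cells on the SD and 6746 and 2599 on the WD at 24 and 36 weeks, at medians of 3034, 1678, 3019 and 2014 UMIs. Fold changes are log2, WD over SD, with their standard error, and p-values are adjusted and two-sided.

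The makeup of the leukocyte compartment was compared first. Clec4f-negative macrophage-like cells, a class named by macrophage markers without the Kupffer lectin Clec4f, took 3.595%, 1.86% and 5.03% of SD cells and 15.5% and 21.02% of WD cells (log2 fold change 2.38 ± 0.61, adjusted p = 0.0153, edgeR). Whether all of it is macrophages stays open. Subcluster 1 made up 24.2%, 11.4% and 45.1% of it on the SD and 57.2% and 22.5% on the WD. The naming rule called it monocyte-like, but its leading genes against all cells held the lipid-associated marker Clec4e and no monocyte marker. At 12 weeks the macrophage subsets described below did not carry the higher share. Cx3cr1-high cells of the class numbered 83 on the SD and 82 on the WD, and lipid-associated cells 66 and 76. Monocyte-like cells numbered 61 and 932 there, and the unnamed subcluster 2 held 30 and 479. At 36 weeks Cx3cr1-high cells numbered 91 and 285 and lipid-associated cells 25 and 668. By flow cytometry the paper found macrophages without the lectin increased from its middle time point on. Mast cell- or basophil-like cells went the other way, from 1.15%, 0.440% and 1.24% to 0.124% and 0.0738% (-3.25 ± 0.75, adjusted p = 0.0124). Kupffer-like cells, the macrophages of the sinusoids, took 23.8%, 26.5% and 14.9% on the SD against 3.06% and 8.50% on the WD, and missed the threshold (-1.91 ± 0.67, adjusted p = 0.0743). Monocyte-like cells (2.80%, 4.76% and 7.60% against 8.22% and 16.4%, adjusted p = 0.19) and T cell-like cells (13.3%, 10.9% and 15.7% against 29.5% and 17.4%, adjusted p = 0.29) also did not pass. Stellate-like cells that came through the CD45+ sort numbered 8, 25 and 90 on the SD and 0 in both WD libraries, which allows up to 0.0287% and 0.0246% of their cells (adjusted p = 0.0063, edgeR). Shares depend on the CD45 sort and on which cells survive isolation, the 36-week SD library was shallower than the others, and names rest on markers of which some also differed by diet. An exact permutation of 5 libraries cannot give a p under 0.1, and the Clec4f-negative macrophage call was lost with the time point as a block (2.09, adjusted p = 0.0798) with cells of at least 1500 UMIs (2.22, adjusted p = 0.0716) and without the 24-week SD library (2.08, adjusted p = 0.105). The stellate call was also lost without that library (adjusted p = 0.124), though its log2 fold change stayed at -8.90 to -7.55 with each library left out in turn. The Kupffer-like share passed at the finer clustering (-2.01) and with doublet calls kept (-1.90). With each library left out in turn its change ranged from -2.83, without the 36-week WD library, to -1.35.

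**Figure D1:**
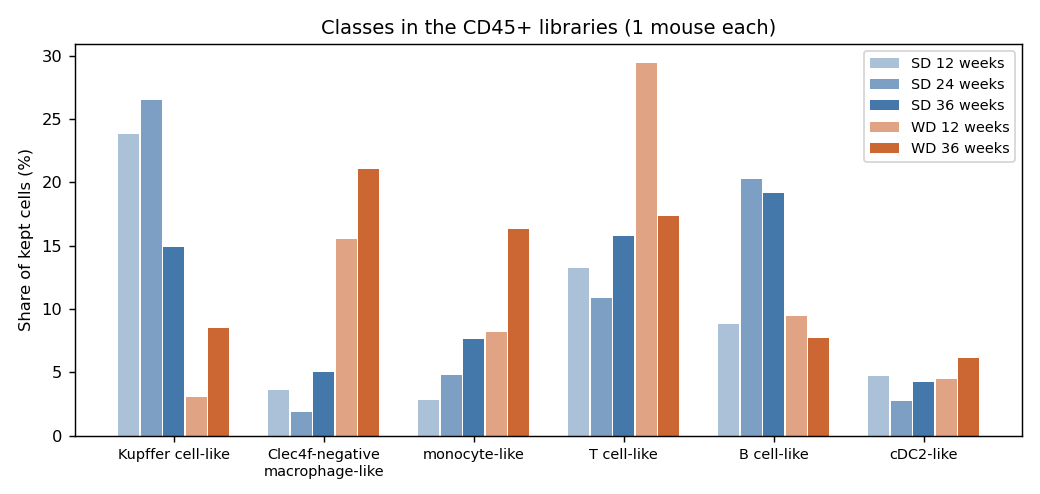
Share of kept cells (%, vertical axis) in each of 6 CD45+ classes, with 1 bar per library and mouse, blue for the SD and orange for the WD, darker at later weeks. Both WD bars of Clec4f-negative macrophage-like cells, 15.5% and 21.02%, lie above the SD bars, of which the highest is 5.03%. At 12 weeks most WD cells of this class lay in subclusters named monocyte-like or left unnamed.

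Diet-related expression within Kupffer-like cells was asked next. The class, of 1642, 1626 and 1783 cells on the SD and 320 and 1036 on the WD, held different subclusters by diet, so its sums move with their mix. Resident-like Kupffer cells made up 97.9%, 93.8% and 97.5% of it on the SD but 50% and 4.63% on the WD, and subcluster 8 made up 0.974%, 3.94% and 1.12% against 25.9% and 72.2%. Lipid-associated macrophage-like cells, a subset described below, made up 0.305%, 0.0615% and 0.280% of the class on the SD and 5.31% and 8.30% on the WD. Cd63 was at 1072 CPM in that subset and at 127 CPM in subcluster 8, as means over libraries. How far these cells carried the rises below was not tested. Of 10699 genes tested, 165 rose and 175 fell on the WD. Median depths of the class were 2210.5, 3776.5 and 2433 UMIs on the SD and 6256.5 and 6100.5 on the WD. Its median mitochondrial shares were 6.21%, 5.84% and 5.52% against 5.04% and 4.91%. Genes of the lipid-associated macrophage list rose, with 6 of 20 measured members called and 11 when adjusted over the list alone (median 1.42, camera adjusted p = 7.34e-09; adjusted p = 0.611 with an estimated correlation). Cd63, a lysosomal tetraspanin (chromosome 10, 128900989 to 128912822, mm10), went from 15.9, 6.03 and 17.8 CPM on the SD to 136 and 292 CPM on the WD (4.09 ± 0.45, adjusted p = 0.0143). Mmp12, the macrophage elastase (chromosome 9, 7344381 to 7369499), rose by 3.43 ± 0.35, Itgax, the CD11c integrin chain, by 3.01 ± 0.30, and Trem2, a lipid-sensing receptor, by 1.93 ± 0.26. The chemokine Ccl8 (chromosome 11, 82115185 to 82116799) was at a CPM of 1.5, 2.95 and 1.38 on the SD and at 89.6 and 16.4 CPM on the WD (4.64 ± 0.71, adjusted p = 0.0281). The acute phase list, serum proteins of inflammation, had 2 of 9 members up, Saa1 and Saa2 (4 adjusted over the list alone, camera adjusted p = 0.000616; adjusted p = 0.611 with an estimated correlation).

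Inflammatory genes had lower WD values in the same Kupffer-like cells. In resident Kupffer cells the paper saw slightly lower Tnf, Il1b and Il10 RNA on the WD but no difference in pro-inflammatory cytokine production. It also described a resident cluster rich in inflammation genes only in the 36-week SD mouse, which qPCR did not bear out. Whether diet, single mice or cell isolation set the values below was not tested. Of 20 measured members of the inflammatory list, 6 fell and 14 fell when adjusted over the list alone (median -1.57, camera adjusted p = 5.77e-06; adjusted p = 0.611 with an estimated correlation). The cytokine Il6 (chromosome 5, 30013114 to 30019981) was at 85.7, 24.6 and 212 CPM on the SD and at 4.05 and 1.64 CPM on the WD (-5.53 ± 1.12, adjusted p = 0.0404), Il1b changed by -2.24 ± 0.47 and the chemokine Ccl4 by -2.01 ± 0.32. The dissociation and stress list, immediate early genes and heat shock genes that cell isolation can also induce, had 12 of 24 members down (20 adjusted over the list alone, median -1.62), among them the nuclear receptor Nr4a1 (chromosome 15, 101254269 to 101274795; -3.10 ± 0.37, adjusted p = 0.0143). Of 20 Kupffer identity genes, 3 fell (Id1, Id3 and Cdh5; 8 adjusted over the list alone, median -0.74, camera adjusted p = 8.52e-07; adjusted p = 0.611 with an estimated correlation), while Timd4 (-0.93 ± 0.58, adjusted p = 0.337) and Clec4f (-0.23 ± 0.21, adjusted p = 0.516), which are among the markers that name the class, did not pass. Jchain, an antibody chain of plasma cells rather than macrophages, also fell (-4.38 ± 0.81). The number of called genes moved with single libraries: 0 without the 12-week SD library, 100 without the 24-week SD library, 859 without the 36-week SD library, 139 without the 12-week WD library and 6 without the 36-week WD library. DESeq2 called 704 genes.

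Whether resident Kupffer cells themselves become inflammatory was asked in the resident-like subset, defined by Clec4f, Timd4, Cd163 and Marco. Its share of monocytes and macrophages was 73.8%, 71.2% and 51.3% on the SD and 5.36% and 0.835% on the WD, which left 160 and 49 cells in the WD libraries. Since libraries were not integrated, the subset held only WD cells that clustered with SD cells. Subcluster 8 held 83 of 320 and 748 of 1036 Kupffer-like cells on the WD. These shares therefore depend on the clustering, and the tests below do not cover the other WD Kupffer-like cells. No gene of 10444 passed edgeR, with 1076 at an unadjusted p under 0.05, while DESeq2 called 48 and the fit with the time point as a block 117. Without the 36-week SD library edgeR called 154 genes, and without the 24-week SD library 14. Keeping apart subcluster 9, a part of the subset with few UMIs and no own marker among its leading genes against all cells (20.3%, 8.13% and 12.1% on the SD, 9.38% and 36.7% on the WD), also gave 0 calls with edgeR, with 1087 at an unadjusted p under 0.05. Of 20 inflammatory genes 0 passed over all genes and 14 fell when adjusted over the list alone (median -1.64, camera adjusted p = 2.64e-07; adjusted p = 0.552 with an estimated correlation). The dissociation and stress list went the same way in these cells, with 0 of 24 members past the threshold over all genes and 18 down when adjusted over the list alone (median -1.33, camera adjusted p = 1.24e-17; adjusted p = 0.438 with an estimated correlation). Tnf, the main macrophage cytokine, stood at -2.69 ± 0.84 (adjusted p = 0.366) and Il1b at -1.92 ± 0.40 (adjusted p = 0.234). The smallest p-values belonged to Tnfaip2, a gene induced by Tnf (-1.51 ± 0.22, adjusted p = 0.0862), and Saa1 (4.65 ± 0.72, adjusted p = 0.0862). Of 19 lipid-associated macrophage genes 0 passed over all genes (5 adjusted over the list alone, median 0.36, camera adjusted p = 9.28e-06; adjusted p = 0.438 with an estimated correlation).

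The other subsets of monocytes and macrophages were compared with resident-like Kupffer cells of the same libraries. The origin of these cells was not measured here. The gene lists were kept out of the clustering, apart from members that are also cell type markers. Such members, for example Vsig4, Fcna and Itgax, could enter the features, so the list counts below can partly follow from the clustering. Lipid-associated macrophage-like cells, named by Spp1 and Gpnmb, numbered 71, 14 and 30 on the SD and 93 and 754 on the WD, or 3.26%, 0.654% and 0.885% of monocytes and macrophages against 3.11% and 12.8%, with median depths at 12 weeks of 15601 UMIs on the SD and 6970 on the WD. In them 10 of 13 measured lipid-associated genes were higher and 0 lower (median 2.87), including Itgax (4.27 ± 0.47) and Lgals3, a galectin (2.87 ± 0.22). All 13 Kupffer identity genes outside the markers naming these cells or resident-like cells were lower (median -3.33), some of them markers of other Kupffer classes. Of 15 interferon genes 10 were lower, and inflammatory genes went both ways, with 4 of 21 higher and 8 lower. These traits were not theirs alone. Lipid-associated genes were also higher in subcluster 2 (12 of 20, median 1.71), monocyte-like cells (11 of 19), Cx3cr1-high macrophage-like cells (10 of 19), patrolling monocyte-like cells (9 of 20) and interferon-high monocyte-like cells (8 of 20), with 5 or 6 lower in each. Kupffer identity genes were lower by more in subcluster 2 and the 3 monocyte subsets, 13 of 13 in each (medians -7.33 to -6.84), and 11 of 13 were lower in Cx3cr1-high cells. Lipid handling genes were also mixed, 9 higher and 5 lower of 19, with the lipid droplet coat gene Plin2 at 2.08 ± 0.23 and the scavenger receptor Cd36 at 1.30 ± 0.32. Cx3cr1-high macrophage-like cells had all 8 MHC class II genes higher (median 1.99), which present antigen to T cells, and 12 of 16 cholesterol synthesis genes higher (median 0.99). Neither was theirs alone: subcluster 2 had 8 of 8 MHC class II genes (median 1.81) and 14 of 16 cholesterol synthesis genes higher, lipid-associated macrophage-like cells 6 of 8 and 8 of 16, monocyte-like cells 1 and 14, patrolling monocyte-like cells 0 and 13 and interferon-high monocyte-like cells 1 and 9. The monocyte-like counts depended on subcluster 1: without it 6 of 19 lipid-associated genes were higher and 7 lower, 0 of 8 MHC class II genes higher and 4 lower, and 13 cholesterol synthesis genes higher, while subcluster 1 had 12 of 20, 8 of 8 and 14 of 16 higher. Interferon-high monocyte-like cells had 9 of 10 interferon genes higher (median 2.64), a list close to the genes that name them. Subcluster 8, a Kupffer-like group of 16, 65 and 20 cells on the SD and 83 and 751 on the WD, had 6 of 20 lipid-associated genes and 4 of 7 cell cycle genes higher and 6 of 24 stress genes lower. Its name depended on the Timd4 condition set for Timd4-negative Kupffer cells, and with WD libraries alone its contrast fell to 13 genes from 225. Without the 24- and 36-week SD libraries it gave 125 and 113 genes, without the 12- and 36-week WD libraries 135 and 74, and DESeq2 gave 376. Libraries with fewer than 20 cells of a subset did not enter its contrast.

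Clec4f-negative macrophage-like cells lay in different subclusters by library, so that the sums of this class also move with their mix. Cx3cr1-high cells made up 33.5%, 52.6% and 15.1% of them on the SD and 5.04% and 11.1% on the WD, subcluster 2 made up 12.1%, 21.1% and 25.04% against 29.4% and 38.04%, and lipid-associated macrophage-like cells 26.6%, 11.4% and 4.15% against 4.67% and 26.1%, beside subcluster 1 given above. In the class no gene of 9343 passed edgeR, with 517 at an unadjusted p under 0.05 and 16 called by DESeq2. The smallest p-values belonged to genes with lower WD values, Fosb, an immediate early transcription factor (-1.86 ± 0.21, adjusted p = 0.369), and the monocyte chemokine Ccl7 (-3.17 ± 0.42, adjusted p = 0.583). Leaving out the 12-week WD library gave 6 calls. In monocyte-like cells 5 genes rose and 31 fell of 9520. Ccl7 (-3.15 ± 0.26, adjusted p = 0.00136) and Ccl2 (-1.91 ± 0.23, adjusted p = 0.0123), both of which attract monocytes, fell, and the glycolytic enzyme genes Pfkl (1.05 ± 0.17) and Tpi1 (0.89 ± 0.15) rose. No cholesterol synthesis gene passed over all genes in monocytes, but 11 of 16 fell when adjusted over the list alone (median -0.78, camera adjusted p = 4.38e-12; adjusted p = 0.374 with an estimated correlation). Monocyte calls numbered 0 without the 12-week SD library, 133 without the 36-week SD library, 92 without the 12-week WD library and 7 without the 36-week WD library, DESeq2 called 102 and the fit with the time point as a block 124.

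Across leukocytes the dissociation and stress list had lower WD values in 11 of 13 classes by camera. Members that fell over all genes numbered 12 in Kupffer-like cells, 13 in cDC1, 11 in cDC2, 11 in B cells, 11 in plasmacytoid dendritic cells (pDC), 9 in migratory dendritic cells, 7 in T cells, 6 in patrolling monocytes, 5 in monocytes, 3 in NK or ILC1 cells and 0 in Clec4f-negative macrophages. Adjusted over the list alone these counts were 20, 18, 18, 12, 13, 14, 13, 14, 14, 14 and 12 in the same order. In cDC1, Egr1, an immediate early transcription factor, changed by -2.89 ± 0.23 and Fosb by -2.31 ± 0.21. In neutrophil-like cells 2 members, Jun and Ier3, rose, and in plasma cell-like cells 0 passed. Adjusted p-values with an estimated correlation lay between 0.162 and 0.611 in the classes with calls. Of 6 genes that the study named as altered across leukocytes of these samples, which is not independent evidence, 5 fell in Kupffer-like cells and in pDC and 4 in each dendritic class, among them the mRNA-decay factor Zfp36 and Fos. Of the same 6 genes 3 fell in T cells and in patrolling monocytes, 2 in B cells and in NK or ILC1 cells, 1 in monocytes and 0 in Clec4f-negative macrophages, plasma cells and neutrophils with edgeR, while 2 rose in neutrophils and 1 each in B cells, T cells and pDC. Beside these changes AY036118, a transcript with ribosomal RNA sequence, rose in most leukocyte classes, for instance by 1.81 ± 0.23 in B cells.

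**Figure D2:**
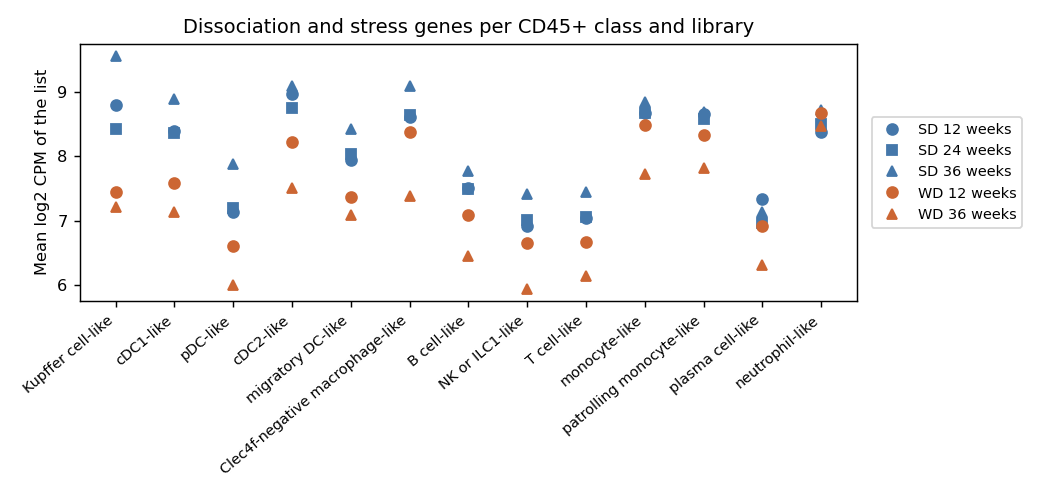
Mean log2 CPM over the dissociation and stress list (vertical axis) for each CD45+ class, with 1 point per library, blue for the SD and orange for the WD, and circles, squares and triangles for 12, 24 and 36 weeks. In Kupffer-like cells the SD libraries lie at 8.80, 8.43 and 9.56 and the WD libraries at 7.44 and 7.22, while the neutrophil-like points of both diets overlap.

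In T cell-like cells effector genes rose and naive genes fell. Of 14 measured effector genes 7 rose (12 adjusted over the list alone, median 1.31, camera adjusted p = 1.44e-09; adjusted p = 0.304 with an estimated correlation), including Gzmk, a granzyme of memory T cells (chromosome 13, 113171608 to 113225908), at 86.3, 55.3 and 71.9 CPM on the SD and 211 and 443 CPM on the WD (2.26 ± 0.28, adjusted p = 0.0137). The chemokine Ccl5 rose by 1.80 ± 0.24 and Nkg7, a cytotoxic granule gene, by 1.43 ± 0.20. Of 7 exhaustion genes 2 rose (3 adjusted over the list alone, camera adjusted p = 0.00126; adjusted p = 0.363 with an estimated correlation): the checkpoint receptor Havcr2 (chromosome 11, 46454935 to 46481255; 2.89 ± 0.50, adjusted p = 0.0253) and Entpd1, while Pdcd1, encoding PD-1, did not pass (1.51 ± 0.66, adjusted p = 0.241). Of 6 naive T cell genes 4 fell (6 adjusted over the list alone, camera adjusted p = 3.85e-08; adjusted p = 0.304 with an estimated correlation), led by the lymph node homing receptor Ccr7 (chromosome 11, 99144196 to 99155077), from 248, 274 and 200 CPM to 37.1 and 42.7 CPM (-2.54 ± 0.20, adjusted p = 0.00305). Cd8a stood at 0.83 ± 0.31 (adjusted p = 0.176) and Cd8b1 at 0.72 ± 0.45 (adjusted p = 0.403). The class joins clusters led by Gzmk and clusters led by Lef1 and Tcf7, so its sums move with their mix, and genes of plasma and B cells fell in it as well (Jchain -4.06 ± 0.43, Cd79a -2.10). In all 106 genes rose and 198 fell of 10582, with 15 calls without the 12-week SD library, 2 without the 24-week SD library and 116 without the 36-week SD library, DESeq2 called 536 and the fit with the time point as a block 591.

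With edgeR more genes fell than rose in dendritic cells. In cDC1-like cells, which cross-present antigen, 8 genes rose and 85 fell of 9254, and 3 of 18 inflammatory genes fell (11 adjusted over the list alone, camera adjusted p = 2.7e-05; adjusted p = 0.568 with an estimated correlation), including Tnf (-2.50 ± 0.41, adjusted p = 0.0171) and Ccl2 (-4.04 ± 0.72, adjusted p = 0.0238). In cDC2-like cells 12 rose and 103 fell of 9427, and 5 of 19 inflammatory genes fell (14 adjusted over the list alone, median -1.51, camera adjusted p = 1.18e-11; adjusted p = 0.366 with an estimated correlation), with Ccl2 at -2.88 ± 0.22 (adjusted p = 0.000685). In migratory dendritic cell-like cells, named by Ccr7 and Fscn1, 11 genes rose and 40 fell of 6272, with 1 of 15 inflammatory genes down (2 adjusted over the list alone). There 4 of 8 MHC class II genes rose (8 adjusted over the list alone, median 0.76, camera adjusted p = 6.9e-10; adjusted p = 0.214 with an estimated correlation), with H2-Eb1 at 0.99 ± 0.15 (adjusted p = 0.0235) and Cd74, the invariant chain, at 0.72 ± 0.10. In the same cells 6 of 15 cholesterol synthesis genes fell (14 adjusted over the list alone, median -1.46, camera adjusted p = 2.67e-16; adjusted p = 0.164 with an estimated correlation), including Stard4, a sterol carrier (-2.20 ± 0.34). Leaving out libraries (12-, 24- and 36-week SD, then 12- and 36-week WD) gave 42, 175, 194, 51 and 30 calls in cDC1. In cDC2 it gave 11 without the 12-week SD, 231 without the 36-week SD and 21 without the 36-week WD library, and in migratory cells 9 without the 12-week SD, 15 without the 24-week SD, 9 without the 12-week WD and 29 without the 36-week WD library. DESeq2 called 65 genes up and 121 down in cDC1, 28 and 159 in cDC2 and 67 and 56 in migratory cells (186, 187 and 123 in all), the time point as a block gave 163 in cDC1 and 266 in migratory cells, and keeping doublet calls left 0 calls in the migratory cells.

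B cell-like cells had 66 genes up and 120 down of 8829. Irf4, a transcription factor of activated B cells, fell by 1.68 on the log2 scale (SE 0.15, adjusted p = 3.89e-05), Nr4a1, induced by antigen receptor signals, changed by -2.26 ± 0.23 (adjusted p = 9.73e-05) and Irs2, an insulin receptor substrate, by -2.08 ± 0.30 (adjusted p = 0.00112). pDC-like cells had 19 genes up and 112 down of 8975, with Fosb at -2.85 ± 0.30 and Fos at -1.94 ± 0.17. NK or ILC1-like cells had 4 up and 12 down of 9250, with the growth factor receptor Kit at 1.45 ± 0.21 and Nr4a2 at -2.67 ± 0.35 (adjusted p = 0.00783), and 0 of 18 cell cycle genes passed over all genes while 15 fell when adjusted over the list alone (median -1.01, camera adjusted p = 5.53e-09; adjusted p = 0.447 with an estimated correlation). Ccl5 rose in B cells (2.82 ± 0.30) and pDC (3.0004 ± 0.25), and the T cell gene Cd8a (2.45 ± 0.55) and the macrophage gene Lyz2 (1.24) rose in B cells too, genes best known from those other cells. B cell calls numbered 65 without the 12-week and 59 without the 36-week WD library, pDC calls 70 without the 12-week SD and 55 and 60 without the 12- and 36-week WD libraries, and NK or ILC1 calls 10, 85 and 31 without the 12-, 24- and 36-week SD libraries and 4 without the 36-week WD library. Cells of at least 1500 UMIs left 86 B cell calls, and DESeq2 called 84 genes in NK or ILC1 cells. With the time point as a block the counts were 174 in NK or ILC1 and 310 in B cells.

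Neutrophil-like cells had 37 genes up and 0 down of 5309 (edgeR; DESeq2 called 52 in all, and 728 had an unadjusted p under 0.05). Gdf15, a stress-induced cytokine (chromosome 8, 70629393 to 70632456), was at 6.43, 5.11 and 13.1 CPM on the SD and at 68.6 and 121 CPM on the WD (3.56 ± 0.37, adjusted p = 0.00265). Of 17 inflammatory genes 4 rose (8 adjusted over the list alone, median 0.99, camera adjusted p = 7.24e-05; adjusted p = 0.251 with an estimated correlation): Cxcl2, a neutrophil chemokine (1.61 ± 0.23), the adhesion molecule Icam1 (1.70 ± 0.31), Ccl3 (1.47 ± 0.16) and Ccl4 (0.99 ± 0.18). Plin2 rose by 1.59 ± 0.20 and coagulation factor F10 by 2.34 ± 0.31. Calls numbered 1 without the 12-week SD library, 3 without the 24-week SD library, 73 without the 36-week SD library, 17 without the 12-week WD library and 210 without the 36-week WD library. They fell to 2 with cells of at least 1500 UMIs, 16 with the time point as a block and 8 at the finer clustering.

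Antibody tags read surface protein on the same CD45+ cells. No tag passed in any class with edgeR, where 5 to 9 of 111 to 116 tested tags per class had an unadjusted p under 0.05. TIM4 on Kupffer-like cells, the protein of Timd4, was at 271, 385 and 658 per 10000 tag UMIs on the SD and at 409 and 128 on the WD (-0.83 ± 0.94, adjusted p = 0.765). CD8b on T cell-like cells was at 349, 349.99 and 603 on the SD and at 277 and 755 on the WD (0.17 ± 0.70, adjusted p = 0.99). With the time point as a block 5 tags passed over all classes, and leaving out single libraries gave 0 to 11.

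The CD45- libraries address how the cells around Kupffer cells change with diet. Endothelial-like cells took 68.6% and 57.0% of SD cells and 84.6% and 63.2% of WD cells at 24 and 36 weeks (0.23 ± 0.96, adjusted p = 0.822, edgeR), but 68.4%, 55.2%, 73.6% and 6.89% without clusters 5 and 7, whose leading genes held more hepatocyte than endothelial markers (-1.44, adjusted p = 0.436), and the change was -0.27 without a mitochondrial limit. Cholangiocyte-like cells, the bile duct epithelium, took 0.694% and 17.6% against 3.88% and 25.8%, and stellate-like cells 1.87% and 4.56% against 0.445% and 1.89%. Hepatocyte-like cells took 26.9% and 18.9% against 0.460% and 1.501% (-4.75 ± 1.22, adjusted p = 0.0479), a call that was lost with named cells as the total (adjusted p = 0.0509), with endothelial clusters 5 and 7 left out (adjusted p = 0.13), without the time point block (adjusted p = 0.0636) and without a mitochondrial limit (-1.26, adjusted p = 0.223). Among these settings the fold stayed close to -4.75 except without the mitochondrial limit. The call was also lost with cells of at least 1500 UMIs and at resolution 1.2. Removing the block alone had already ended the call, and values without single libraries, run without the block, did not pass either (-5.63 to -3.93, adjusted p from 0.0785 to 0.129). Erythroid-like cells numbered 24 on the SD and 15 on the WD at 24 weeks and 7 on the WD at 36 weeks, and 0 in the 36-week SD library, which allows a share of up to 0.0919%. RNA of 20 pancreatic digestive enzyme genes, such as the trypsinogen Prss2, was counted in each CD45- class tested, at higher levels in WD libraries, and Prss2 itself had 0 UMIs on the SD: 25.2 and 29.9 CPM on the SD and 195 and 1767 on the WD in endothelial-like cells, 25.6, 30.3, 181 and 568 in cholangiocyte-like cells, 53.2, 40.04, 185 and 965 in stellate-like cells and 93.8, 91.0, 337 and 459 in hepatocyte-like cells. Shares depend on the sort and the mitochondrial limit, and an exact permutation of 4 libraries cannot give a p under 0.333.

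**Figure D3:**
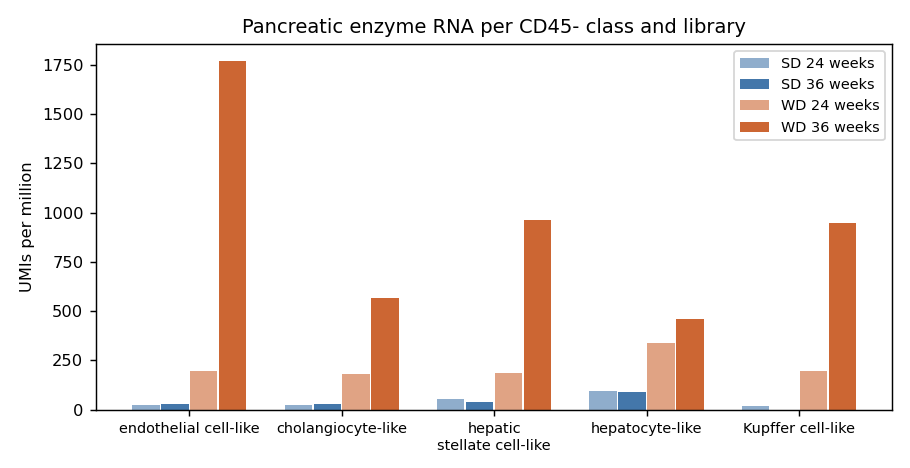
RNA of 20 pancreatic enzyme genes (CPM of the class sum, vertical axis) in each CD45- class, with 1 bar per library, blue for the SD and orange for the WD, darker at 36 weeks. WD bars are the higher ones in each class shown, up to 1767 in endothelial-like cells at 36 weeks, and the 36-week SD bar of Kupffer-like cells is at 0.

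In endothelial-like cells 38 genes rose and 22 fell of 12188, with the time point as a block. Fbln2, an elastic fibre protein of larger vessels (chromosome 6, 91212455 to 91272540), went from 5.98 and 1.61 CPM to 114 and 37.1 CPM (4.18 ± 0.19, adjusted p = 0.0418), and Vwf, von Willebrand factor of vein endothelium, rose by 3.16 ± 0.15 and the fatty acid-binding protein gene Fabp4 by 2.35 ± 0.12 (both adjusted p = 0.0418). Of 10 capillary and vascular genes 2 rose, Vwf and Selp (5 rose and 1 fell adjusted over the list alone, median 0.85, camera adjusted p = 0.000102; adjusted p = 0.669 with an estimated correlation). Of 6 signals that sustain Kupffer cells 1 fell, the iron regulator Bmp6 (-1.51 ± 0.12), and 4 fell adjusted over the list alone (camera adjusted p = 7.79e-05; adjusted p = 0.669 with an estimated correlation), with Csf1 at -0.97 ± 0.12 (adjusted p = 0.08). The paper measured such signals by qPCR in sorted sinusoidal endothelial and stellate cells of more mice. It found none of them reduced at its last time point. The lower values here come from a class whose clusters differ by library, as given below. Why they differ from the qPCR was not tested. Sinusoidal identity genes had 0 of 10 called over all genes and 7 down adjusted over the list alone (median -0.64, camera adjusted p = 5.43e-06; adjusted p = 0.669 with an estimated correlation), with the hyaluronan receptor Stab2 at -0.76 ± 0.12 (adjusted p = 0.111). Of the called genes 10 were pancreatic enzymes, and leaving these genes out, an alternative chosen after they were seen, gave 222 calls. Different clusters hold the class in each library: cluster 0 was 93.1% of it on the SD at 24 weeks and cluster 3 90.8% at 36 weeks, against clusters 1 and 2 with 50.6% and 27.1% on the WD at 24 weeks and cluster 5 with 75.4% at 36 weeks. The class includes clusters 5 and 7, whose leading genes against all cells held more hepatocyte than endothelial markers, and which made up 0.37% and 3.17% of it on the SD and 13% and 89.1% on the WD. Leaving both out, chosen after the results were seen, left 179 cells in the 36-week WD library and gave 324 genes up and 473 down, with Vwf at 4.05 ± 0.31, Bmp6 at -1.69 ± 0.22, 3 of 6 sustaining signals and 6 of 10 sinusoidal genes down and 10 of 14 hepatocyte transcripts down (4, 8 and 11 adjusted over the list alone; adjusted p = 0.569 for each with an estimated correlation). Cells led by Vwf, Wnt9b and Selp (cluster 2) came to 90.7% from the 24-week WD library. With both clusters in, 1 of 14 hepatocyte transcripts fell, Mup20 (-2.57 ± 0.12; 5 adjusted over the list alone), and RNA of that list made up 2.87% and 3.29% of the class on the SD and 1.12% and 3.31% on the WD. Dropping the block with all libraries in already gave fewer calls, a count given in the closing section. Removing either SD library left 0 calls, removing the 24-week WD library gave 384 and the 36-week WD library 801, all without the block, while DESeq2 called 244 genes.

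In cholangiocyte-like cells 57 genes rose and 107 fell of 10224. These cells numbered 52 and 576 on the SD and 262 and 670 on the WD at 24 and 36 weeks. Their median depths were 4427.5 and 2225.5 UMIs on the SD and 7115.5 and 3698.5 on the WD. The chemokine gene Cxcl5, which attracts neutrophils (chromosome 5, 90759360 to 90761624), went from 4.26 and 3.44 CPM to 33.5 and 95.5 CPM (4.49 ± 0.37, adjusted p = 0.000667), and Ccl2 (chromosome 11, 82035571 to 82037453) was at 0 and 2.07 CPM on the SD and 38.5 and 145 CPM on the WD (adjusted p = 0.000211), the only riser among 9 inflammatory genes, also when adjusted over the list alone. The interleukin-1 antagonist Il1rn rose by 3.57 ± 0.30 and the adhesion receptor Cd44 by 3.16 ± 0.43. Of 6 measured MHC class II genes 4 rose (5 adjusted over the list alone, median 1.62, camera adjusted p = 1.19e-09; adjusted p = 0.482 with an estimated correlation), led by Cd74 (2.84 ± 0.20, adjusted p = 0.00033). Of 18 cholesterol synthesis genes 4 fell (15 adjusted over the list alone, median -0.78, camera adjusted p = 5.38e-15; adjusted p = 0.482 with an estimated correlation), including the synthase Hmgcs1 (-1.06 ± 0.20). Hepatocyte transcripts fell with these changes, 7 of 14, for instance Mup20 (-3.20 ± 0.09), and 7 enzyme genes of the pancreas were among the calls. Without the block and the 24-week SD library 87 genes were called, 12 without the 36-week SD library and 339 without the 36-week WD library, and DESeq2 called 73.

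In hepatic stellate-like cells, the vitamin A-storing pericytes, 16 genes rose and 44 fell of 3723. Of 13 matrix genes 4 rose (7 adjusted over the list alone, median 0.88, camera adjusted p = 6.23e-10; adjusted p = 0.57 with an estimated correlation), with the collagen gene Col1a1 (chromosome 11, 94936224 to 94953042) at 64.3 and 153 CPM on the SD and 164 and 1552.5 CPM on the WD (2.44 ± 0.43, adjusted p = 0.0112), Col3a1 at 1.47 ± 0.30 and periostin, Postn, at 1.47 ± 0.31. Spp1, encoding osteopontin, rose by 5.42 ± 0.80 (adjusted p = 0.00383) and the actin-binding Tpm1 by 2.02 ± 0.30. Cd74 was at 2.22 and 0 CPM on the SD and 164 and 144 CPM on the WD. The class held 140 and 149 cells on the SD and 30 and 49 on the WD. Spp1 is also a cholangiocyte marker, cholangiocyte-like shares were higher on the WD at both times, and free RNA was not removed. RNA or doublets of other cells were not tested as a source of Spp1 or Cd74 here. Hepatocyte transcripts fell, 7 of 14, with Alb at -1.79 ± 0.18, as did 6 of 24 stress genes. Without the mitochondrial limit edgeR called 28 genes in this class and 0 of the 13 matrix genes over all genes, while 5 rose adjusted over the list alone. Calls numbered 80 without the 24-week and 87 without the 36-week SD library, 24 without the 24-week and 12 without the 36-week WD library, all without the block, and 14 with DESeq2.

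Hepatocyte-like cells depended on the limit on mitochondrial RNA. With at most 8% of it, as in every other comparison, 0 of 4738 genes passed edgeR, with 394 at an unadjusted p under 0.05 and 24 called by DESeq2. Without the limit, an alternative added after the cell counts were seen and before any diet test, 1216 genes passed. With the limit Cidea, a lipid droplet gene, was at 0.299 and 0 CPM on the SD and 79.8 and 172 CPM on the WD (adjusted p = 0.0928), and 0 of 15 fatty acid oxidation genes passed over all genes while 7 rose adjusted over the list alone (median 1.06, camera adjusted p = 3.11e-07; adjusted p = 0.717 with an estimated correlation). Without the limit 10 of these 15 genes rose (11 adjusted over the list alone, camera adjusted p = 3.46e-13; adjusted p = 0.548 with an estimated correlation), among them the fatty acid hydroxylase Cyp4a14 (2.67 ± 0.25), and 16 of 18 cell cycle genes rose (17 adjusted over the list alone, camera adjusted p = 1.13e-23; adjusted p = 0.548 with an estimated correlation), with Mki67 at 5.11 ± 0.34. The bile acid enzyme Cyp7a1 rose by 2.99 ± 0.26 and the lipid droplet gene Cidec by 5.39 ± 0.33, while 8 of 10 sinusoidal endothelial genes fell in the class. Under the limit the class had median depths of 1259.5 and 923 UMIs on the SD and 3108 and 2362 on the WD, and the WD libraries held 31 and 39 such cells. Without the limit its median depths were 1197, 7414, 17734 and 9675 UMIs and its median mitochondrial shares 8.17%, 23.2%, 21.96% and 25.2%, for the SD and then the WD at 24 and 36 weeks. Leaving out the 24-week SD library gave 30 calls under the limit and the 36-week SD library 65, both without the block, and cells of at least 1500 UMIs gave 131.

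Proliferation of the niche was read from cells thinned to 1000 UMIs each, as the share with at least 2 cell cycle genes. Among endothelial-like cells it was 1.98% (exact 95% interval 1.62 to 2.40) and 0.806% (0.441 to 1.35) on the SD at 24 and 36 weeks, and 3.40% (2.92 to 3.93) and 2.59% (1.83 to 3.56) on the WD. The differences were 1.42 percentage points at 24 weeks and 1.79 at 36 weeks. Unthinned shares were 9.71%, 2.63%, 14.8% and 6.09%. The cell cycle list had 0 of 18 members called in these cells, 0 adjusted over the list alone as well (median 1.06, camera adjusted p = 5.43e-06; adjusted p = 0.669 with an estimated correlation), with Top2a at 1.09 ± 0.57 (adjusted p = 0.536). Without the mitochondrial limit 10 of the 18 rose in endothelial-like cells, a class of other makeup there, since the largest cluster of the 24-week WD library stayed unnamed and left 3540 cells of that library against 5709. These shares include clusters 5 and 7, and with both left out 3.34% (2.86 to 3.88) and 5.75% (2.79 to 10.3) of WD cells were cycling against 1.98% and 0.751% on the SD, the last WD share from 174 cells, and 2 of 18 members rose (9 adjusted over the list alone; adjusted p = 0.593 with an estimated correlation). Intervals cover counting error only, and an exact permutation of 4 libraries cannot pass 0.333.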

Values the study reported

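The study reported 56,407 CD45+ cells after its filters, of which 6,116 came from SD and 10,465 from WD mice at 12 weeks, 5,357 from SD mice at 24 weeks, and 11,018 from SD and 12,663 from WD mice at 36 weeks. They fell into 25 clusters, and 18,241 of them were taken as monocytes and macrophages. For CD45- cells it reported 33,241 cells in 15 clusters, with 8,747 from SD and 11,759 from WD mice at 24 weeks and 7,247 from SD and 5,488 from WD mice at 36 weeks.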

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

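No test in this part was chosen after its result was seen, since none of the differences given here was tested. Between the 12- and 36-week pairs of CD45+ libraries, 4 class shares changed in opposite directions on the WD, each from 1 SD and 1 WD library. On the log2 scale B cell-like cells changed by 0.11 at 12 weeks and -1.31 at 36 weeks, cDC2-like cells by -0.0859 and 0.53, neutrophil-like cells by 0.0306 and -0.49, and hepatocyte-like cells that came through the sort by 2.52 and -0.76. The last of these rests on 7 and 61 cells at 12 weeks and on 5 and 3 cells at 36 weeks. The differences between the time points were not tested.

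Antibody tags were also counted on CD45- cells at 24 weeks, which no comparison of the report uses. On endothelial-like cells 12 of 137 listed antibody tags lay above every isotype control in the SD library and 2 in the WD library, where the highest isotype was at 12.4 and 53.1 UMIs per cell. Many listed tags had almost no UMIs, since the paper stained with fewer antibodies than are listed. The bar also differed between libraries, as some isotype controls were higher in the WD library and others lower. CD38, an enzyme found on sinusoidal endothelium, was at 99.0 and 65.4 UMIs per cell and CD54, the adhesion molecule ICAM-1, at 38.0 and 78.9. With 1 library per diet the difference was not tested.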

How the results depend on the processing

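The setting without a mitochondrial limit, the enzyme genes left out, endothelial clusters 5 and 7 left out, subclusters 1 and 9 kept apart, named cells as the total and the leaving-out of CD45- libraries without the block were chosen after the data were seen; the rest was planned. Of the alternative values, 391 stayed on their side of the threshold, within 1.5 times the count or within their error, 97 rose past these bounds, 79 fell past them and 9 cycling differences moved. Another 14 values, of 6 class shares, changed sign between values that did not pass. CD45- libraries were left out without the block, since with it no residual degrees of freedom remain, and a lone library of an arm was assumed to vary like the others. Of the 2 mitochondrial settings, the 8% limit came first, and the filter without it was for a time the main setting before the limit was restored, with no diet result seen. Without the limit 1.03%, 27.3%, 56.9% and 17.3% of cells stayed unnamed (SD, then WD, at 24 and 36 weeks), and its endothelial class lacks the largest cluster of the 24-week WD library. Median depth was lower in the 36-week than in the 24-week CD45- libraries. The WD resident-like subset held few cells, at median depths of 6303 and 3451 UMIs against 2175.5, 3774 and 2431.5 on the SD. For each change below the cause was not tested.

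Without a filter on low counts calls rose to 457 in B cells, 268 in Clec4f-negative macrophages, 1854 in Kupffer cells, 465 in NK or ILC1, 1158 in T cells, 413 in cDC1, 586 in cDC2, 371 in migratory DC, 364 in monocytes, 285 in neutrophils, 324 in pDC, 143 in patrolling monocytes, 310 in plasma cells, 406 in cholangiocytes, 419 in endothelial cells, 155 in stellate cells, 130 in hepatocytes, 235 in resident-like Kupffer cells and 544 in subcluster 8. With the time point, which is also the replicate number, as a block calls were 310 in B cells, 174 in NK or ILC1, 591 in T cells, 163 in cDC1, 266 in migratory DC, 124 in monocytes, 16 in neutrophils, 47 in plasma cells, 117 in resident-like Kupffer cells, 5 among tags and 16 lists in resident-like cells, and the Clec4f-negative macrophage share (2.09) no longer passed. With the block no other count moved by over 1.5 times, and no other CD45+ share changed its side of the threshold. The replicate numbers mark only the time point, so they pair no mice.

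DESeq2 called 16 genes in Clec4f-negative macrophages, 704 in Kupffer cells, 84 in NK or ILC1, 536 in T cells, 186 in cDC1, 187 in cDC2, 123 in migratory DC, 102 in monocytes, 38 in patrolling monocytes, 43 in plasma cells, 73 in cholangiocytes, 244 in endothelial cells, 14 in stellate cells, 24 in hepatocytes, 48 in resident-like Kupffer cells and 376 in subcluster 8. RLE scaling gave 149 endothelial calls. Cells of at least 1500 UMIs gave 86 in B cells, 2 in neutrophils, 104 in stellate cells, 131 in hepatocytes and 1 in resident-like Kupffer cells, and shares of 2.22 (Clec4f-negative macrophages) and -3.83 (CD45- hepatocytes) that no longer passed. Resolution 1.2 gave 33 in NK or ILC1, 136 in T cells, 19 in monocytes, 8 in neutrophils, 104 in patrolling monocytes, 42 in plasma cells and 206 in endothelial cells; Kupffer (-2.01) and plasma (-2.28) shares passed and the CD45- hepatocyte share (-4.76) did not. With doublet calls kept there were 0 calls in migratory DC, 255 in cholangiocytes, 370 in endothelial cells, 17 in stellate cells and 42 in hepatocytes; Kupffer (-1.90), plasma (-2.02) and CD45- Kupffer (2.55) and stellate (-1.37) shares passed, and the 24-week cycling difference was 2.04.

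Without the time point block CD45- calls were 19 (endothelial) and 2 (hepatocyte), and the hepatocyte share (-4.55) did not pass, nor with named cells as the total (-4.68). Without the mitochondrial limit, the second of 2 settings tried, endothelial calls were 229, stellate 28 and hepatocyte 1216, the hepatocyte share was -1.26 and the 24-week cycling difference 3.22. Without enzyme genes endothelial calls were 222. Without endothelial clusters 5 and 7 they were 797, the 36-week cycling difference was 4.996, from few WD cells, and the hepatocyte share (-4.75) did not pass. WD libraries alone gave 1022 genes in the Cx3cr1-high, 2924 in the interferon-high, 2234 in the lipid-associated, 3081 in the subcluster 2 and 13 in the subcluster 8 contrast. With subclusters 1 and 9 kept apart no subset count moved by over 1.5 times. Tags without TMM gave 6 calls over classes and 2 over subsets. Lists passing numbered 93 (CD45+), 35 (CD45-) and 9 (resident-like), against 0, 0 and 0 with an estimated correlation and 7, 0 and 0 with fry. Cycling differences at 24 and 36 weeks were 6.99 and 7.39 with at least 1 gene, 0.298 and 0.726 with at least 3, and 5.06 and 3.46 in unthinned cells. Shares that changed sign were NK or ILC1 (-0.12), at 0.0618 with TMM across classes, 0.0345 at resolution 1.2, 0.16 without the 12-week SD and 0.06 without the 36-week WD library, and neutrophils (-0.10), at 0.0440 with TMM across classes, 0.02 without the 12-week SD and 0.24 without the 36-week WD library. CD45+ hepatocytes (1.05) were at -2.48 without the 12-week WD library, CD45- endothelial cells (0.23) at -0.27 without the mitochondrial limit and -1.44 without clusters 5 and 7, and erythroid cells (1.004) at -0.85 with doublet calls kept and -0.39 without the block and the 36-week SD library. CD45- cholangiocytes (1.499) were at -0.25 without the block and the 24-week SD library and at -1.24 without the block and the 36-week WD library.

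Leaving out each library gave 59 to 245 calls in B cells, 0 to 6 in Clec4f-negative macrophages, 0 to 859 in Kupffer cells, 4 to 85 in NK or ILC1, 2 to 371 in T cells, 30 to 194 in cDC1, 11 to 231 in cDC2, 9 to 66 in migratory DC, 0 to 133 in monocytes, 1 to 210 in neutrophils, 55 to 193 in pDC, 22 to 81 in patrolling monocytes, 8 to 40 in plasma cells, 12 to 339 in cholangiocytes, 0 to 801 in endothelial cells, 12 to 87 in stellate cells, 0 to 65 in hepatocytes, 0 to 154 in resident-like Kupffer cells, 74 to 196 in subcluster 8, and 0 to 11 tags over classes and 0 to 7 over subsets. Shares ranged over 2.08 to 2.74 (Clec4f-negative macrophages), -2.83 to -1.35 (Kupffer), -5.39 to -0.88 (CD45+ endothelial), -8.90 to -7.55 (CD45+ stellate), -3.16 to -1.40 (plasma), -2.48 to 2.11 (CD45+ hepatocytes), -0.33 to 0.16 (NK or ILC1), -0.54 to 0.24 (neutrophils), -1.24 to 4.41 (CD45- cholangiocytes), -0.39 to 6.38 (erythroid) and -5.63 to -3.93 (CD45- hepatocytes).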

Other observations

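The test on MHC class II genes in this part was chosen after its result was seen, as the second of 2 tried; the other tests were written before theirs. Cholesterol synthesis genes, a list fixed before the data were examined, had lower WD values by camera in 10 of 12 CD45+ classes measured, all but Kupffer-like cells (adjusted p = 0.085) and plasma cells (adjusted p = 0.461), and in 2 of 3 CD45- classes, not in hepatocyte-like cells. Adjusted p-values with an estimated correlation were 0.162 to 0.623 and 0.482 to 0.669 in those classes. With edgeR 0 members passed over all genes in Clec4f-negative macrophages, Kupffer-like cells, NK or ILC1, monocytes, plasma cells, endothelial-like cells and hepatocyte-like cells, and 0 over the list alone in Clec4f-negative macrophages, plasma cells and hepatocyte-like cells. In patrolling monocyte-like cells 4 of 10 measured members fell (9 adjusted over the list alone, median -1.35, camera adjusted p = 3.04e-13; adjusted p = 0.162 with an estimated correlation), with the synthase Fdps at -2.19 ± 0.44 (adjusted p = 0.0158). In T cell-like cells 2 of 17 fell (13 adjusted over the list alone; adjusted p = 0.304 with an estimated correlation), in cDC2-like cells 3 of 17 (5 adjusted over the list alone; adjusted p = 0.424 with an estimated correlation) and in pDC-like cells 2 of 17 (7 adjusted over the list alone; adjusted p = 0.212 with an estimated correlation). In CD45- endothelial-like cells 0 of 18 passed edgeR over all genes and 7 fell adjusted over the list alone (median -0.83; adjusted p = 0.669 with an estimated correlation).

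Patrolling monocyte-like cells, which crawl along vessel walls, had 17 genes up and 52 down of 5547. The alarmin genes S100a8 (3.02 ± 0.48, adjusted p = 0.00313) and S100a9 (2.72 ± 0.47), abundant in neutrophils and classical monocytes, and the chitinase-like Chil3 (1.63 ± 0.34) rose, while Cd83 fell by 2.45 on the log2 scale (SE 0.27, adjusted p = 9.44e-05). Calls numbered 32 without the 12-week SD, 22 without the 24-week SD and 29 without the 36-week WD library. Plasma cell-like cells had 7 genes up and 4 down of 6549, with Irf4, which plasma cells need, at -1.73 ± 0.26 (adjusted p = 0.0396). The granule gene Mpo of neutrophil precursors rose among them (6.47), without the 12-week SD library 40 genes passed, and with the time point as a block 47. The Kupffer-like cells of the CD45- libraries held 0 of 26 and 0 of 13 cycling cells on the SD after thinning (exact upper bounds 13.2% and 24.7%) against 6.72% of 119 and 5.88% of 85 on the WD, a difference not detectable with so few cells.

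The lower stress list in WD leukocytes may follow the diet or the hours of cell isolation, which the labels do not give. That the 36-week SD library alone carried it was argued against: without that library the median over classes was -0.669, against -0.830 with all libraries. The SD libraries ranged over 0.404 (log2 CPM, median over classes), less than the difference of 0.821 between diets. This range ran from 0.114 in patrolling monocyte-like cells to 1.13 in Kupffer-like cells. Given that spread, it was not small enough beside the difference to argue against handling, and isolation can follow diet. The WD libraries also lay apart in some classes, at 8.49 and 7.73 in monocyte-like cells, and closer in others, at 7.44 and 7.22 in Kupffer-like cells. Diet and handling therefore cannot be told apart for this list. An effect of the diet itself stays open and untested.

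Hepatocyte-like cells gave 0 calls under the 8% limit and 1216 without it. A candidate explanation, that barcodes of very uneven mitochondrial share make up the class, was argued against: barcodes of 8% to 40% mitochondrial RNA and at least 1500 UMIs gave 1481 calls. Median depths of WD and SD barcodes differed under both settings, and RNA of other cells was not tested as a source of these calls.

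MHC class II genes rose in cholangiocyte-like cells, and RNA or doublets of leukocytes could bring them. The donors tried were Kupffer-like cells, Clec4f-negative macrophages, cDC2, monocytes and B cells. The share of donor RNA shown by other abundant donor genes was at most 0.0848 of the share that the gain would need, over these donors and both times, with a bound of 0.5 on this ratio that was written after the MHC class II result was seen. This argues against RNA of any of these classes as the whole source. Other leukocytes, such as cDC1, migratory DC and pDC, were not tried. An effect of the diet is a hypothesis found and tested on the same data, and a source with another RNA makeup was not tested.

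The 24-week WD CD45- library kept 6746 cells here, of 7670 barcodes that the 8% limit left before doublet calls were removed, and the 36-week libraries 3266 on the SD and 2599 on the WD. These are lower than the values quoted from the study above. Without the limit 10001 and 9136 cells were kept on the SD and 11533 and 5841 on the WD at 24 and 36 weeks.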
